# FA2H Exhibits Tumor Suppressive Roles on Breast Cancers via Cancer Stemness Control

**DOI:** 10.3389/fonc.2019.01089

**Published:** 2019-10-24

**Authors:** Xiaofeng Dai, Shuo Zhang, Hongye Cheng, Dongyan Cai, Xiao Chen, Zhaohui Huang

**Keywords:** cancer stem cell, triple negative breast cancer, FA2H, tumor suppressive role, STAT3/IL6

## Abstract

**Background:** Triple negative breast cancers are aggressive, enriched with cancer stem cells, and lack effective targeted therapies with little side effects.

**Methods:** We isolated cancer stem cells from two triple negative breast cancer cell lines via cell sorting following transcriptome sequencing, bioinformatics analysis, experimental and clinical validations, as well as functional investigations to explore genes capturing triple negative breast cancer features for improved diagnosis and therapeutics in clinics.

**Results:** We found that FA2H is under-expressed in triple negative breast cancers both *in vitro* and in clinics, and FA2H suppresses cancer stemness via inhibiting the STAT3/IL6 axis and NFkB signaling.

**Conclusions:** This study reports the tumor suppressive roles of FA2H on breast cancer cells through cancer stemness control. FA2H and other candidates unveiled in this study that capture the features of cancer stem cells may contribute as diagnostic marker and/or effective therapeutic targets for improved triple negative breast cancer management.

## Introduction

Despite the considerable contributions of traditional diagnostic and treatment strategies, such as screening mammography and adjuvant therapy, on breast cancer death control, it still remains the leading cause of women mortality worldwide (1, 2). Breast cancer is not a single disease but comprised of various subtypes with distinct patient pathological features and treatment responses (3–7). It can be roughly grouped as luminal (luminal A and B), HER2 positive, and triple negative breast cancers (TNBC) according to the presence or expression of estrogen receptor (ER), progesterone receptor (PR), and epidermal growth factor receptor 2 (HER2). Successes on targeted therapies have been reported on luminal tumors such as Tamoxifen (8), and HER2 positive cancer such as Herceptin (9). TNBCs are characterized by a poor prognosis and lack of effective targeted therapies due to the absence of the three primary surface receptors (10–13). Classical treatments on TNBCs rely on anthracycline- and/or taxane-based chemotherapies, which suffer from unavoidable adverse effects (14, 15). Efforts on TNBC specific agents primarily fall into two regimes, i.e., angiogenesis inhibitors and PARP inhibitors. However, the efficacy of anti-angiogenic drugs on breast cancer treatment may not seem to be fully justified given the unacceptable toxicity (16–18), and PARP inhibitors rest on the blockage of the alternative PARP-dependent DNA repair pathway and only benefit BRCA mutation-associated hereditary breast cancers that overlap with TNBCs but not represent it as a whole (19). Therefore, identifying the molecular features of TNBCs is of vital importance for the establishment of effective treatment strategies of such cancers and the associated diagnosis.

Cancer stem cells (CSCs) have been proposed to empower cancer cells with self-renew capacity and resistance toward drug treatment (20–23). They comprise a small tumor cell subpopulation that is self-renewable, drive tumorigenesis and contribute to tumor cellular heterogeneity (23, 24). The consistencies between many properties of CSCs and TNBCs have shed light on the discovery of effective TNBC treatment strategies. We are motivated to find genes capturing the features of TNBCs by interrupting CSC signaling driving the aggressiveness of such tumors.

By isolating CSCs (represented as CD44^+^/CD24^−/low^ cohort) from TNBC cells following transcriptome sequencing and a sequential bioinformatics analysis as well as clinical association studies, we selected 8 genes for experimental validation. Evidences at both transcriptional and translational levels as well as functional studies using established stable cells with *FA2H* modulation suggested the tumor suppressive roles of *FA2H* on cancer stemness and cell migration via inhibiting the STAT3/IL6 axis and NFkB mediated signaling. Taken together, we propose the tumor suppressive roles of *FA2H* on TNBC control and the driving mechanism, which may potentially be used in the therapeutic design against TNBCs.

## Materials and Methods

### Cell Lines

Twelve breast cancer cell lines (purchased from OBIOER Biosciences Co. LTD), including two luminal A, two luminal B, two HER2 positive, and six triple negative cell lines were used in this study and cultured under conditions as recommended (Table S1). Most of these cell lines come from American Type Culture Collection (ATCC) (1), except for three triple negative cell lines (SUM149PT, SUM159PT, SUM1315MO2) obtained from the collections of Dr. S. Ethier's laboratory (2).

### Exploration of Candidate Genes

#### Flow Cytometry Analysis and Cell Sorting

Subconfluent cells were washed once with phosphate-buffered saline (PBS) and harvested with trypsin. Detached cells were washed once and resuspended at 107 cells/ml in PBS with 1% FBS (wash buffer). One hundred microliter cell suspension was added into Round-Bottom tube (BD Falcon), and cells were stained with CD24-PE (20 μl, BD Pharmingen) and CD44-APC antibodies (20 μl, BD Pharmingen) or their respective isotype controls at 4°C in the darkness for 30 min. The labeled cells were washed and fixed in the wash buffer. The CD44+/CD24–/low and non- CD44+/CD24–/low cell percentage, representing the proportion of cancer stem cells (CSCs) and non-CSCs, were analyzed using FACS Caliber flow cytometer (FACS) (BD Biosciences) and isolated by BD FACS Aria II(Becton Dickinson) within 1 h after staining. Flow cytometry analysis was conducted three times when assessing cancer stem cell percentage, with student *T*-test p ≤ 0.05 being considered statistically significant.

#### Transcriptome Sequencing and Bioinformatics Analysis

The CSC and non-CSC cohorts were isolated from SUM149PT and HCC1937 given their balanced percentage of CSC and non-CSC percentages (40–60% CSC in each cell line) using cytometry sorting. Total RNA of CSCs and non-CSCs of SUM149PT and HCC1937 as well as total RNA of SUM159PT (considered as CSCs, CD44+CD24– cells accounts for 96.1 ± 3.30%) were extracted. RNA concentration and quality were determined by Nanodrop 2000 (Thermo) and Agilent 2100 Bioanalyzer (Agilent). A total of 50 ng RNA was sequenced by HiSeqTM 2500 (Illumina) in Oebiotech Company.

Genes differentially expressed between CSCs and non-CSCs in both SUM149PT and HCC1937 were checked among the expression profiles of SUM159PT which is comprised primarily of CSCs. Genes over- and under-expressed in CSCs of SUM149PT and HCC1937 and fall into the upper and lower 25% quantiles of SUM159PT were selected as candidates, with the false discovery rate (FDR) ≤ 0.0001 and enrichment score ≥ 1 set as the cut off threshold for gene selection. The “ebayes” function from the “limma” R package was used to explore differentially expressed genes.

### Validation of Candidate Genes

#### Quantitative Real-Time PCR

Total RNA was extracted from all 12 breast cancer cell lines (TIANGEN, Beijing, China), followed by RNA reverse transcription (TaKaRa, Dalian, China), with the output cDNA concentration being 10 ng/μl. Primers designed for candidate genes and used for quantitative reverse transcription polymerase chain reaction (qRT-PCR) validation (ordered from GENEWIZ) were listed in Table S2. 

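The primer sequences of Table S2 were matched, as exact matches, to the transcripts of GENCODE release 29, an annotation of the human genome build GRCh38. The table lists primers for 14 genes, and 13 of them had both primers in the copy used here. The reverse primer of TGFBR2 was not used here. Of these 13 pairs, 12 gave a product on a transcript of the gene they are listed for, and 10 gave a product on that gene and on no other. The pairs of IL2RG and ALDH2 also matched transcripts annotated under another gene name, AL590764.2 and AC002996.1. Products on the listed gene were 77 to 610 bases long, counting each transcript of a gene. For FA2H, the forward primer GTACGATGAGTGGGTTCACCA lies in exon 3 of the transcript FA2H-201, on chromosome 16 of GRCh38 from 74727310 to 74727330. Its reverse primer GATGGGGACACTGTACCAGAC crosses the junction of exons 3 and 4, and the product is 103 bases long.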

The qRT-PCR was performed using the Quantifast SYBR Green PCR kit (QPK-201, Toyobo) with the ABI PRISM 7500 Quantitative PCR system (Life Technologies, Carlsbad, CA, USA). Each sample was examined in triplicates and the PCR products were normalized by the expression of GAPDH, the internal control. Statistical significance was assessed using student *T*-test with the cutoff being set at *p* ≤ 0.05.

#### Western Blotting

Total proteins of all cells were extracted using RIPA Lysis BufferRIPA Lysis Buffer (Beyotime, China) supplemented with protease and phosphatase inhibitor cocktails (Selleck, USA). Protein concentrations were quantified by BCA (Beyotime, China). Thirty microgram total protein was applied to run on a 12% SDS-PAGE gel, followed by transferation onto polyvinylidene di?uoride membranes. The membranes were blocked using 5% fat free milk or 5% BSA for 1 h and then incubated with primary antibodies for 2 h at room temperature. FA2H antibody (proteintech), IL6 (proteintech), STAT3 (proteintech), Caspase 7 (Cell Signaling Technology) ERK (Cell Signaling Technology), JNK (Cell Signaling Technology), and NF-kB (Cell Signaling Technology) were diluted by 1:600. The p-STAT3 (Santa Cruz), p-NFkB (Cell Signaling Technology), p-JNK (Cell Signaling Technology) and p-ERK (Cell Signaling Technology) were diluted by 1:300. GAPDH (1:2,500, proteintech) was used as an internal control. HRP-conjugated anti-rabbit IgG and anti-mouse IgG was used at a dilution rate of 1:4,000 (biosharp) and incubated for 1 h at the room temperature, following by washing using Tris-buffered saline with Tween three times for 5 min each. Immunoblotting signals were detected using the Western blotting detection system (OmegaLumG).

Nuclear proteins were extracted using Nuclear and Cytoplasmic Protein Extraction Kit (Beyotime, China).

### Functional Studies of the Candidate Gene

#### Stable Cell Line Establishment With Up and Down Gene Regulation

SKBR3 and MDAMB231 cells were selected to establish stable cell lines with FA2H down- and up-regulation for functional studies, as FA2H is highly and lowly expressed in both lines, respectively.

The FA2H sequence was synthesized and subcloned into the lentiviral expression vector pLenti-EF1a-EGFP-P2A-Puro-CMV-3Flag and the pLKD-CMV-G&PR-U6-shFA2H lentiviral plasmid, respectively, by OBiO (China).

Breast cancer cells were transfected with lentifection using the lentifectin transfection reagent (Gene Pharma). Cells were incubated 24 h following the addition of appropriate amount of virus suspension. Total mRNA and total protein were detected 48–72 h later.

#### Gene Silencing

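FA2H lies on the reverse strand of chromosome 16 of GRCh38 from 74712955 to 74774831, and GENCODE release 29 lists 5 transcripts of it, of which 4 are coding. The transcript FA2H-201 has 7 exons and 2424 bases, and its coding sequence runs from 74714193 to 74774755. Table S3 lists 3 siRNAs against this gene and a negative control, and the 19 bases of each sense strand, written as DNA, were matched to all annotated transcripts. The target GCTATTACCTCATCATGCT, listed as siRNA-2, lies in exon 5 from 74719019 to 74719037. The target GATTTGGTATCAGCACTAA of siRNA-1 lies in exon 7 from 74714251 to 74714269, and the target CGACTCTTCACGTCATTTA of siRNA-3 lies in exon 4 from 74726231 to 74726249. All 3 targets are coding sequence. Each matched transcripts of FA2H and of no other annotated gene over its 19 bases, with siRNA-1 and siRNA-2 in 3 transcripts and siRNA-3 in 2. The negative control sequence TTCTCCGAACGTGTCACGT matched 0 genes. Partial matches were not searched. SKBR3, an established breast cancer cell line, was not among the lines analysed here, so no expression value accompanies these targets.

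**Figure D1:**
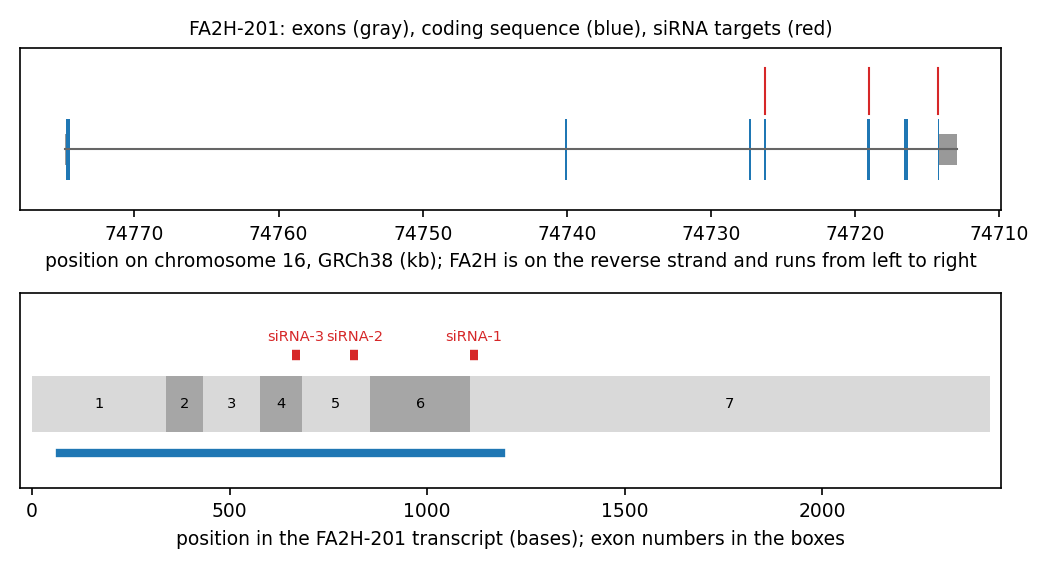
Map of FA2H-201, drawn along chromosome 16 of GRCh38 in kilobases (top) and along the transcript in bases (bottom, exon numbers in the boxes), with coding sequence in blue and the siRNA targets in red. The targets of siRNA-3, siRNA-2 and siRNA-1 fall in exons 4, 5 and 7, inside the coding sequence.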

SKBR3 cells were plated in the 6-well plate, and siRNAs (forward strand: 5′-GCUAUUACCUCAUCAUGCUTT-3′, backward strand: 5′-AGCAUGAUGAGGUAAUAGCTG-3′) (Table S3) were synthesized from Gene Pharma (Suzhou, China) to silence FA2H. SKBR3 cells were transfected with FA2H siRNA and non-targeting siRNA (forward strand: 5′-UUCUCCGAACGUGUCACGUdTdT-3′, backward strand: 5′-ACGUGACACGUUCGGAGAAdTdT-3′) separately and in combination using siRNA mate transfection agent (Gene Pharma, Suzhou, China). The siRNA concentration used for transfection was 50 nM. The cells were incubated in 5% CO_2_ at 37°C for 33 and 57 h, respectively, before testing the silencing effect at transcriptional and translation levels using qRT-PCR and Western blot. Triplicates were conducted, with statistical significance cutoff being set at *p* ≤ 0.05 from student *T*-test.

#### Cell Proliferation

Cell viability was assessed by a Cell Counting Kit 8 (CCK-8, Japan) according to the manufacturer's protocol. Cells were incubated for 24 h, following the addition of 5 μl CCK8 in each well. After 2 h incubation, the absorbance value was detected using microplate spectrophotometer.

#### Transwell

Transwell assays were performed to test cell migration. Cells were incubated for 48 h under normoxic and anaerobic conditions, respectively. Cell medium was added to the lower layer of 24 well-culture plate and the chambers were placed in the medium. Cells were collected following pancreatic digestion, re-suspended and added to the chambers (2 × 10^5^/well). The culture media inside the chambers were discarded after 20 h, and cells were washed by PBS. Migrated cells under the chambers were fixed by methanol followed by staining with 0.1% crystal violet solution.

#### Tumorsphere Formation

Single cell was plated in ultralow attachment 6-well plates (Corning) at 25,000 cells per well for primary tumorsphere formation. After incubation for 7 days, mammospheres were collected and dissociated by trypsin. As the secondary tumorsphere formation, 200 cells per well were plated in ultralow attachment 96-well plates. Cells were grown in StemXVivo Serum-Free Media (R&D) containing 2 U/ml Heparin (Tocris) and 0.8 μg/ml Hydrocortisone (Tocris). Mammospheres were harvested 7 days later, and tumorsphere was calculated under inverted phase-contrast light microscope (Olympus). The experiment was repeated three times. Statistical difference on secondary tumorsphere formation was assessed using student *T*-test with *p* ≤ 0.05 as the significance criterion.

When the effect of IL6 on tumorsphere formation was examined, recombinant human IL6 (Peprotech) was supplemented at concentration of 0, 100, 200 ng/μl in the beginning of the primary and secondary tumorsphere formation stages.

#### Cancer Stem Cell Percentage

Alterations on CD44+CD24–/low subset cells were examined using FACS (BD Biosciences). The experiment was repeated three times. The statistical significance was determined using student *T*-test, with *p* ≤ 0.05 being set as the cutoff.

### Clinical Sample Collection, IHC Staining, and Statistical Analysis

A total of 70 human primary breast cancer tissues were collected at Affiliated Hospital of Jiangnan University from August to October in 2017 with written informed consent (Table 1), and this project was approved by the Clinical Research Ethics Committees of Affiliated Hospital of Jiangnan University.

**Table 1:** Phenotypic information of 70 collected samples.

**Features**	***N***
**Subtypes**	
Luminal	43
HER2+	9
TNBC	18
**Ages (years)**	
<54	35
≥54	35
**Stage**	
I + II	21
III + IV	49
**Histology**	
Invasive ductal carcinoma	56
Invasive lobular carcinoma	1
Ductal carcinoma *in situ*	6
Mucious carcinoma	3
Mucious carcioma *in situ*	3
Cyst	1

IHC staining was performed on 4 μm sections from formalin fixed paraffin embedded breast cancer tissues using anti-FA2H antibody (1:500, Proteintech). IHC staining of FA2H was observed in the cytoplasm of tumor cells, and a scale of 0 to 3 was used to score relative expression intensity. Chi-squared test for trend in proportions was conducted to examine the significance of FA2H IHC status in differentiating breast cancer subtypes using R, where scores 0 and 1 were considered as low FA2H expression and 2 and 3 were grouped as high FA2H expression.

## Results

### Exploration of Candidate Genes

#### Transcriptome Sequencing Reveals Candidate Genes Capturing Cancer Stemness

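RNA was sequenced in 3 libraries for each of 5 groups, 15 libraries in all: CSCs and non-CSCs sorted from SUM149PT, CSCs and non-CSCs sorted from HCC1937, and unsorted SUM159PT. All 3 are established triple negative breast cancer cell lines. The paper defines CSCs by the CD44+CD24−/low surface phenotype and treats SUM159PT as CSCs. The authors deposited FPKM values (fragments per kilobase of transcript, scaled to the mapped fragments) of 33158 genes by gene symbol, with each library in its own column. The aligner, the quantification tool and the genome build are not named in the paper's text. FPKM values hold no read counts, and the low values were not multiples of a common step, so the depth of each library is unknown. Summed over genes, FPKM came to 291276 to 316860 in SUM149PT CSCs (median 300811), 300358 to 320982 in SUM149PT non-CSCs (median 315192), 306225 to 345131 in HCC1937 CSCs (median 312475) and 330310 to 366532 in HCC1937 non-CSCs (median 354299). In SUM159PT the sum was 634746 to 652082 (median 646697), and 8534 to 8670 genes were above 1 FPKM, against 11249 to 11997 in the 12 sorted libraries. Of 82 ribosomal protein genes, 9 to 11 were listed under 1 FPKM in each library, so a value at or near 0 was read only as listed. Across genes, log2(FPKM + 0.1) correlated at 0.972 or higher between libraries of a group, at 0.853 to 0.868 between CSCs and non-CSCs of SUM149PT, and at 0.950 to 0.960 between those of HCC1937. CD24, the surface marker that is low on CSCs, was listed at 7.74 ± 0.198 FPKM (SD, n = 3) in CSCs and 139.5 ± 6.53 (SD, n = 3) in non-CSCs of SUM149PT. In HCC1937 it was 23.3 ± 0.747 and 150.04 ± 14.3 (SD, n = 3 each). CD44 was 84.4 ± 2.08 FPKM in CSCs and 64.5 ± 2.86 in non-CSCs of SUM149PT (SD, n = 3 each). In HCC1937 it was 106.3 ± 6.33 and 97.8 ± 3.98, a difference within the spread between libraries (adjusted p = 0.31). CSCs were compared with non-CSCs within each line on log2(FPKM + 0.1) with limma's lmFit and eBayes and Benjamini-Hochberg adjustment, over genes with a mean of at least 0.1 FPKM in the line's 6 libraries. Following the paper's stated cutoffs, a gene was called at an adjusted p of at most 0.0001, with the enrichment score read as an absolute log2 fold change of at least 1. The p-values listed in Table S4 reach 0.0061 in SUM149PT and 0.0082 in HCC1937, so the paper's list was not held to that limit. Fold changes on this scale understate the change of genes with low FPKM.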

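In SUM149PT, 16037 genes were tested and 3292 were called, 1237 higher and 2055 lower in CSCs. Of these calls 37.6% were higher, and 51.3% were higher when the libraries were quantile normalized first. With the replicate number as a block, 0 genes were called at an adjusted p of at most 0.0001. With the libraries of each replicate number left out in turn, leaving 2 against 2, 0 genes were called at this limit, and 11050 to 11481 genes had an unadjusted p of at most 0.05. In HCC1937, 15582 genes were tested and 0 were called. The smallest adjusted p was 0.000128, and 5886 genes had an unadjusted p of at most 0.05. At an adjusted p of at most 0.05 with the same fold change limit, 1357 genes were called in HCC1937, 422 higher and 935 lower, and 5596 in SUM149PT. No gene was therefore called in both lines at the paper's cutoffs (0 of 14423 genes tested in both), while 797 genes had an unadjusted p of at most 0.05 and a log2 fold change of at least 1 in the same direction in both. At an adjusted p of at most 0.05, 756 genes were called in the same direction in both lines, 177 higher and 579 lower in CSCs, against 207 expected if the calls of the lines were independent. At that limit 115 genes were called in opposite directions, against 165 expected. All 112 genes of Table S4 are in the deposited table. In SUM149PT, 111 of them passed the expression minimum and all 111 had the direction the paper lists. In HCC1937, 109 passed and all 109 had the listed direction. In SUM149PT 89 of the listed genes were called, and 96 when adjusted over the list alone. In HCC1937 0 were called over all genes and 59 when adjusted over the list alone. At an adjusted p of at most 0.05 over all genes, without the fold change limit, the counts were 109 and 102. The list was chosen by the study from these libraries, so the count over the list alone is not independent evidence. Across these genes, which are not independent replicates, the log2 fold changes correlated with those of Table S4 at r = 0.950 in SUM149PT and 0.967 in HCC1937 (Spearman's rho 0.869 and 0.970).

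**Figure D2:**
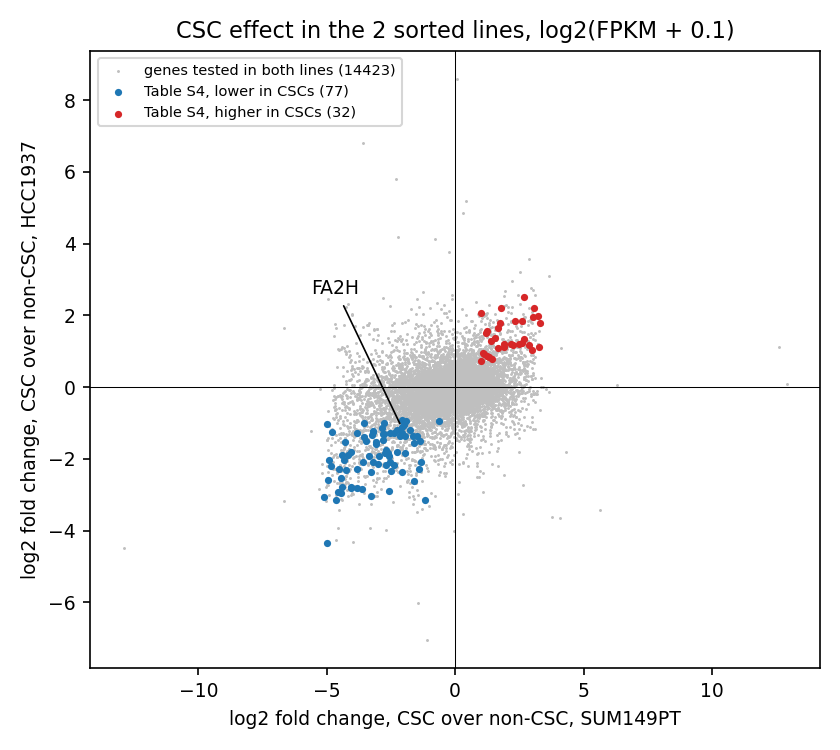
Log2 fold change of CSCs over non-CSCs on log2(FPKM + 0.1) in SUM149PT (horizontal) and HCC1937 (vertical), a point for each of the 14423 genes tested in both lines, with the Table S4 genes tested in both lines in blue (lower in CSCs, 77 genes) and red (higher in CSCs, 32 genes). The blue points lie at negative and the red points at positive values in both lines.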

We identified 414, and 832 genes differentially expressed between CSCs and non-CSCs from SUM149PT and HCC1937 cell lines, respectively, with 112 overlapping genes regulated in the same direction in both lines (Tables S4, S5). Among the 112 genes, 64 were down-regulated in CSCs of SUM149PT and HCC1937 and ranked in the lower 25% quantile of SUM159PT, and 16 were up-regulated in CSCs of SUM149PT and HCC1937 and ranked in the upper 25% quantile of SUM159PT (Table S4). 

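The mean FPKM over the 3 SUM159PT libraries was ranked among all 33158 genes of the deposited table, of which 15146 were at 0, so that the 25% quantile was 0 FPKM and the 75% quantile 1.17 FPKM. Every gene at 0 counted as the lower 25%, which thus held 15146 of the 33158 genes. The class from 25 to 50% held only genes above 0 and up to 0.0111 FPKM, so the classes over all genes differ in size. As no gene was called in both lines at the paper's cutoffs, 0 shared genes fell in either quartile. With an unadjusted p of at most 0.05 and the same fold change limit, 84 lower genes lay in the lower 25% and 109 higher genes in the upper 25%. Of the 579 shared lower genes at an adjusted p of at most 0.05, 77 lay in the lower 25%, 60 from 25 to 50%, 318 from 50 to 75% and 124 in the upper 25%. Of the 177 shared higher genes, 103 lay in the upper 25% and 0 in the lower 25%. Among the genes of Table S4, 12 of the 80 lower genes lay in the lower 25% and 29 of the 32 higher genes in the upper 25% of SUM159PT. The classes the paper lists for these genes overlap in mean FPKM. Its lower 25% reached 0.626 FPKM, while its class from 25 to 50% started at 0.309. Its class from 50 to 75% reached 12.8 FPKM, while its upper 25% started at 1.48. No choice of ranked genes gives such classes from these means. The set of genes that was ranked changed the counts found here. Over the 18012 genes above 0 in SUM159PT, the quantiles were 0.0984 and 6.82 FPKM, with 54 lower genes in the lower 25% and 15 higher genes in the upper 25%. Over the 16373 genes with a mean of at least 0.1 FPKM in all 15 libraries, the counts were 57 and 12. Of the 177 shared higher genes, 50 lay in the upper 25% and 20 in the lower 25% over genes above 0. Over genes with a mean of at least 0.1 FPKM these were 43 and 31. Of the 579 shared lower genes, 296 lay in the lower 25% and 53 in the upper 25% over genes above 0. With the minimum of 0.1 FPKM these were 342 and 48. FA2H lay at the 61.4 percentile of all genes, the 29.03 percentile of the genes above 0 and the 22.7 percentile of those with a mean of at least 0.1 FPKM. The ratio of SUM159PT to SUM149PT CSCs followed the GC content of genes (Spearman's rho 0.630 across genes), and with 14889 genes ranked, removing this trend moved 29 of 109 listed genes to another quartile. The paper reasons that genes changed in CSCs of both sorted lines and at the matching end of the SUM159PT ranking are the candidates for CSC features.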

Kaplan Meier Plotter (25) (http://kmplot.com/analysis/index.php?p=service&cancer=breast), a database containing clinical information and gene expression data on 3,951 breast cancer patients, shows significant (*p* ≤ 0.05) prognostic value on breast cancer survival for 8 out of the 80 genes (Figure S1). These eight genes (*FA2H, ALOX15B, IL2RG, TNNC1, KCNMA1, SERPINE1, TGFBR2, TNC*) constitute the candidate gene panel for experimental validation (Table 2).

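FA2H was listed at 0.241 ± 0.0409 FPKM in CSCs and 1.35 ± 0.241 in non-CSCs of SUM149PT (SD, n = 3 each), a log2 fold change of −2.08 (standard error 0.156, adjusted p = 8.05e-05 from limma). In HCC1937 it was 10.2 ± 1.20 and 22.3 ± 1.40 FPKM (SD, n = 3 each), a log2 fold change of −1.12 (standard error 0.109, adjusted p = 0.00141), which did not pass the cutoff of 0.0001. At that cutoff FA2H was not called in SUM149PT with a pseudocount of 0.01 (adjusted p = 0.000164), no expression minimum (0.00116), upper quartile scaling (0.000118), quantile normalization (0.000379), TPM rescaling (0.000206) or the lowest and highest fits with libraries left out (0.00163 and 0.00289), nor with a pseudocount of 1, where the fold change was under the limit. All CSC libraries lay under all non-CSC libraries in both lines (exact permutation test, two-sided p = 0.10, the smallest that 3 against 3 allow), and leaving out libraries kept the value from −2.25 to −1.95 in SUM149PT and from −1.25 to −1.02 in HCC1937. In SUM149PT, where FA2H lay near the pseudocount, the log2 fold change ran from −2.44 with a pseudocount of 0.01 to −0.92 with a pseudocount of 1. ALOX15B was listed at 0, 0 and 0.0137 FPKM in the CSC libraries of SUM149PT and at 0.730 ± 0.214 in non-CSCs (SD, n = 3), so its log2 fold change there ran from −0.78 to −5.75 with the pseudocount. In HCC1937 the log2 fold change was −1.93 (standard error 0.316, adjusted p = 0.00845), and without the expression minimum its adjusted p was 0.0503. IL2RG was lower in CSCs by −1.61 in SUM149PT (standard error 0.417, adjusted p = 0.0142) and by −1.55 in HCC1937 (standard error 0.109, adjusted p = 0.000534). Its adjusted p in SUM149PT rose to 0.0637 with a pseudocount of 0.01, 0.0666 without the expression minimum and 0.0737 with quantile normalization. TNNC1 overlapped between the fractions of SUM149PT, at 0.170 ± 0.0709 against 0.663 ± 0.426 FPKM (SD, n = 3 each). Its log2 fold change of −1.32 had an adjusted p of 0.0703, which was from 0.00309 to 0.243 over the alternatives. The adjusted p was under 0.05 with a pseudocount of 1 (0.0467), an eBayes trend (0.0427) and a robust trend (0.0398). A fit over all 15 libraries (0.0256), the replicate number as a block (0.0206) and a fit with libraries left out also brought it under 0.05. In HCC1937 the log2 fold change was −2.08 (adjusted p = 0.0145), and it lost an adjusted p of 0.05 when libraries were left out (up to 0.0742) and without the expression minimum (0.0764). KCNMA1, TGFBR2 and TNC were higher in CSCs of both lines, with no overlap between fractions. In SUM149PT their log2 fold changes were 2.89 for KCNMA1, 2.19 for TGFBR2 and 2.68 for TNC, with adjusted p from 3.97e-06 to 5.96e-06. In HCC1937 they were 1.19 for KCNMA1, 1.19 for TGFBR2 and 1.34 for TNC, with adjusted p from 0.000754 to 0.00163. KCNMA1 was near the floor in HCC1937, at 0.336 ± 0.0213 against 0.0927 ± 0.0283 FPKM (SD, n = 3 each).

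**Figure D3:**
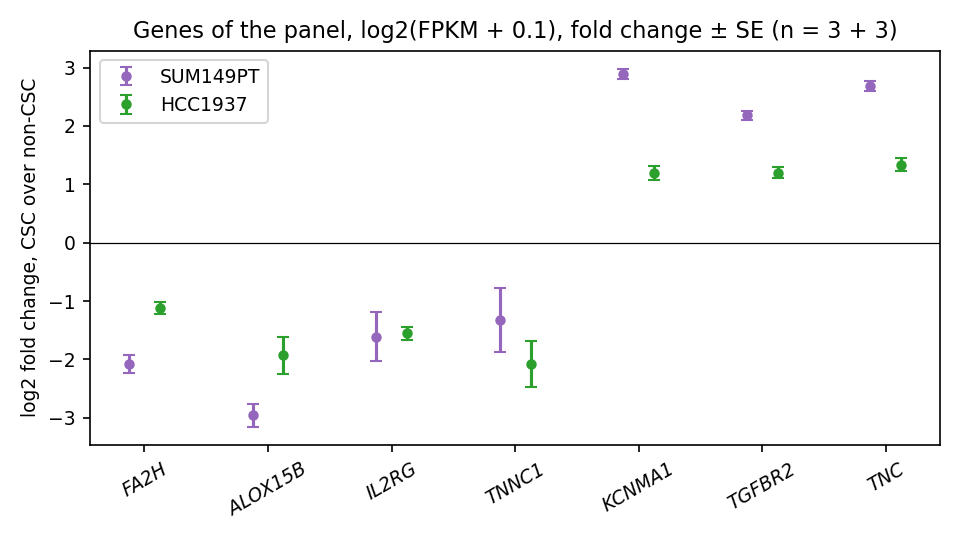
Log2 fold change of CSCs over non-CSCs on log2(FPKM + 0.1) for genes of the panel (points) with its standard error (bars), in SUM149PT (purple) and HCC1937 (green), 3 CSC and 3 non-CSC libraries each. FA2H, ALOX15B, IL2RG and TNNC1 lie under 0 and KCNMA1, TGFBR2 and TNC over 0 in both lines, and the bars of TNNC1 and IL2RG in SUM149PT are the widest of that line.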

**Table 2:** Candidate genes differentially expressed between stem and non-stem cell subpopulations.

**Gene name**	**SUM149PT**		**HCC1937**		**Regulatory direction on CSCs**	**SUM159PT quantile**	**Kaplan-Meier Plotter**
	**log_**2**_FC**	***p*-value**	**log_**2**_FC**	***p*-value**			***p*-value**
ALOX15B	−7.38	1.28E-27	−2.03	3.17E-19	Down	<25%	3.50E-06
FA2H	−2.53	2.00E-16	−1.08	5.30E-20	Down	<25%	3.40E-03
IL2RG	−2.58	8.59E-04	−1.7	4.77E-11	Down	<25%	1.10E-05
TNNC1	−2.57	6.07E-03	−2.07	9.37E-07	Down	<25%	9.20E-06
KCNMA1	3.3	1.30E-136	2.03	1.25E-15	Up	>75%	5.60E-09
SERPINE1	3.36	0.00E+00	1.8	2.70E-133	Up	>75%	1.30E-03
TGFBR2	2.27	1.80E-284	1.18	4.40E-47	Up	>75%	3.90E-05
TNC	2.77	0.00E+00	1.38	9.76E-49	Up	>75%	9.50E-04

*Log_2_FC and p-value are short for log_2_ fold change and p-values in SUM149PT and HCC1937 cells, respectively; SUM159PT quantile shows the quantile each gene is located among the expression of all genes in SUM159PT*.

#### Experimental Validations Reveal FA2H as a Candidate Gene With Tumor Suppressive Roles

Both qRT-PCR (Figure 1A) and western blotting (Figures 1B,C) results showed that FA2H could clearly distinguish the 12 breast cancer cell lines while the rest candidate genes could not (Figure S2). Except for HCC1937 which harbors a PTEN deletion, FA2H was lowly expressed in triple negative cell lines (Figure 1A, *p* = 0.045). The same results were confirmed by western blot (Figure 1B) and quantified using ImageJ software (Figure 1C, *p* = 0.015). By exempting HCC1937 from the analysis, the *p*-values comparing TNBC and non-TNBC further decrease to 6.9E-4 at the transcriptional level and 3.81E-5 at the translational level. We analyzed *FA2H* expression across 56 cell lines (26) (https://www.ebi.ac.uk/arrayexpress/experiments/E-MTAB-181/) and found that it could significantly distinguish cell lines of different subtypes, with the highest expression observed in luminal cells following basal-A cells (including HCC1937) and the lowest expression obtained in the basal-B cells (*p* = 9.01E-7 for luminal vs. basal-A and *p* = 7.71E-12 for luminal vs. basal-B, Figure 1D).

**Figure 1:**
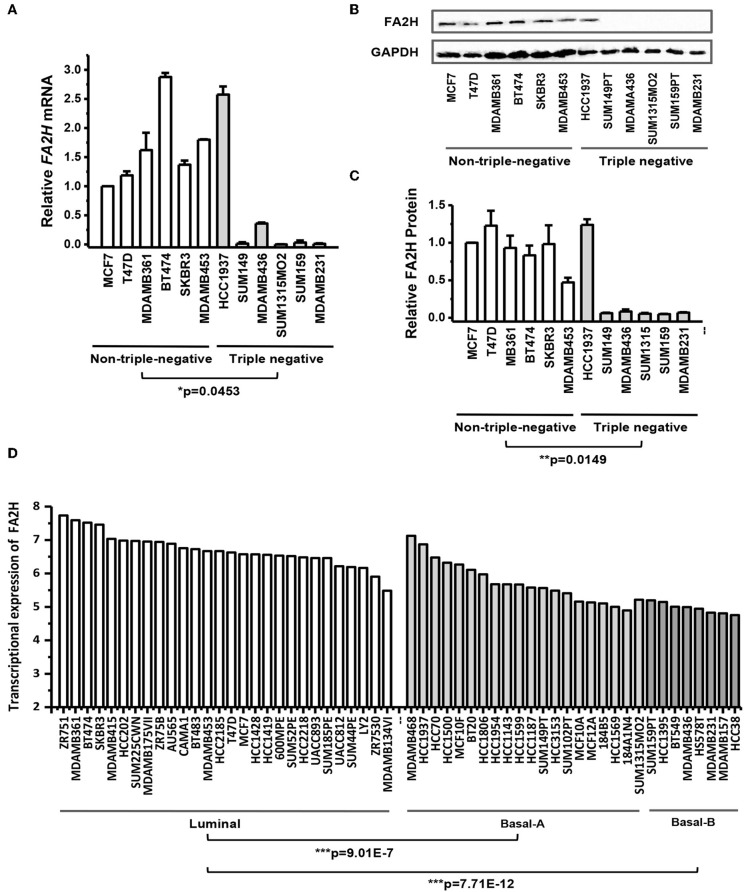
FA2H expression among breast cancer cell lines. **(A)** *FA2H* gene expression among different breast cancer cell lines by qRT-PCR. **(B)** FA2H protein expression among different breast cancer cell lines by Western-blotting. **(C)** FA2H protein expression quantified using the ImageJ software. **(D)** *FA2H* gene expression across 56 breast cancer cell lines (26).

#### Clinical Sample Validations Reveal FA2H as a Candidate Gene With Tumor Suppressive Roles

IHC staining of 70 collected breast cancer samples (Table 1) suggest significant differences in FA2H expression among patients of different subtypes (*p* = 0.003, Figure 2A, Table 3), and FA2H expression is significantly associated with the molecular features of luminal and TNBCs (*p* = 0.0012 and 0.0268 for luminal and TNBCs, respectively, Table 3). Similar results were obtained using METABRIC and TCGA data, where FA2H expression was slightly lower in the TNBC subtype (Figures 2B,C). Gene expression association analysis using Kaplan-Meier plotter reveals a significant protective effect of FA2H on breast cancer patient 5 years' survival (Figure 2D, *p* = 1.7E-11, HR = 0.66). The precision and recall curve drawn from TCGA data shows that FA2H expression could potentially be used to characterize triple negative tumors (Figure 2E, AUC = 0.65).

**Figure 2:**
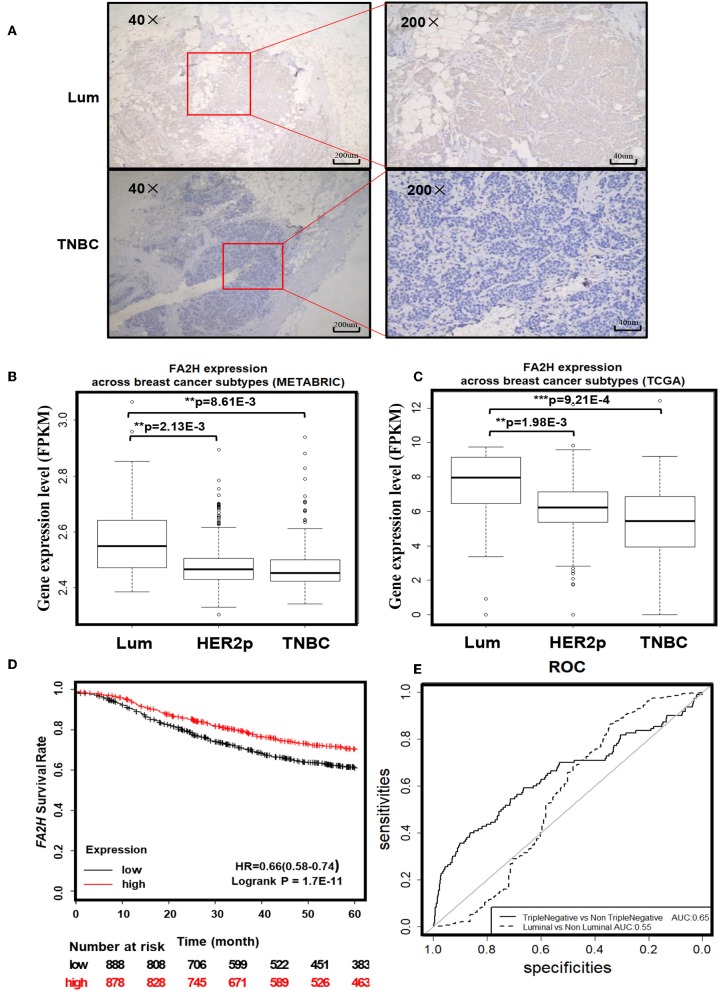
Clinical evidence suggesting potential tumor suppressive roles of FA2H. **(A)** IHC staining of FA2H between triple negative and luminal breast tumors. *FA2H* mRNA expression stratified by breast cancer subtypes using **(B)** METABRIC data and **(C)** TCGA data. **(D)** Kaplan–Meier survival curves evaluating the association of *FA2H* (probe is 234963_s_at) expression with 5 years' patient survival in breast cancer patients using KM plotter. **(E)** Precision and recall curves showing the potential diagnostic value of FA2H in identifying triple negative breast cancers using TCGA data.

**Table 3:** Immunohistochemistry staining results of FA2H and chi-squared test for trend in proportions.

**Subtype**	**FA2H: 0-1**	**FA2H: 2-3**	**Total**	***p*-value**
Luminal	20	23	43	0.0012
HER2+	8	1	9	0.0698
TNBC	15	3	18	0.0268
Total	43	27	70	
*p*-value			0.0031	

*FA2H:0–1 represents samples with FA2H expression scored as 0 or 1, FA2H:2–3 shows samples with FA2H expression scored as 2 or 3. P values were computed from chi-squared test for trends in proportions using R*.

### Functionality Studies on *FA2H*

#### Establishment of Stable Cell Lines With FA2H Up- and Down-Regulations

We established a stable MDAMB231 cell line over-expressing FA2H, named MDAMB231-Fu, and a stable SKBR3 cell line with low FA2H expression, namely SKBR3-Fd, using lentiviral transfection to study the functionalities of FA2H. FA2H was up-regulated 2,825-folds (*p* = 1.33E-05, Figure 3A) in MDAMB231-Fu, and down-regulated 2.69 times (*p* = 7.16E-06, Figure 3A) in SKBR3-Fd at the transcriptional level. In the western blotting, clear band of FA2H was observed in MDAMB231-Fu cells whereas no band was seen in MDAMB231 cells; and visible down-regulation of FA2H was confirmed in SKBR3-Fd as compared with SKBR3 (Figure 3B). MDAMB231 and SKBR3 cells were used to model CSCs and non-CSCs given their extremely imbalanced CSC percentage (i.e., 96.1 ± 3.3% for MDAMB231, and 0.58 ± 0.03% on CD44+CD24– percentage). We did not use CSCs and non-CSCs isolated from triple negative cells in the functional studies as it is difficult to obtain sufficient CSC cells for all subsequent experiments and guarantee CSC purity during cell cultivation. It was worth mentioning that any triple negative cells with low FA2H expression and high CSC percentage such as SUM159PT, MDAMB436, SUM1315MO2 besides MDAMB231 can be used for constructing stable cells over-expressing *FA2H*, and any non-triple negative cells with high *FA2H* expression and low CSC percentage such as MCF7, T47D, MDAMB361, BT474, MDAMB453 besides SKBR3 can be used for establishing stable cells under-expressing *FA2H* in the functional studies, which form an integrate part independent from cell lines selected for FA2H identification.

**Figure 3:**
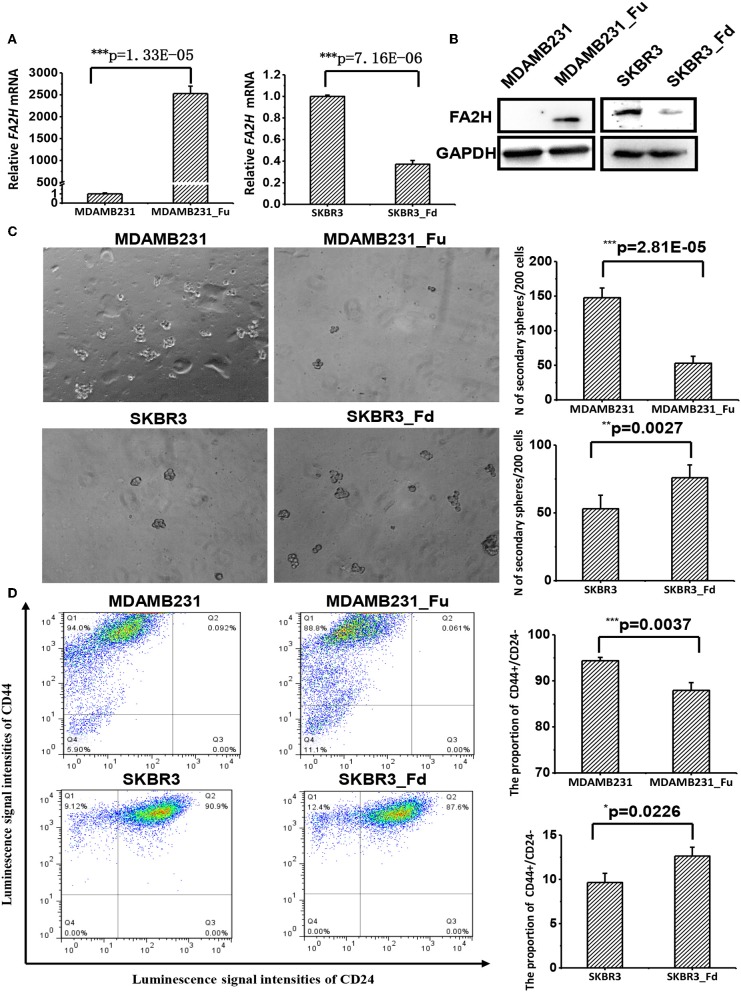
The effects of up- and down-regulating *FA2H* on breast cancer stemness. **(A)** FA2H expression in SKBR3_Fd, SKBR3, MDAMB231_Fu, MDAMB231 cells at the gene expression level. **(B)** FA2H expression in SKBR3_Fd, SKBR3, MDAMB231_Fu, MDAMB231 cells at the protein expression level. **(C)** Tumorsphere formation of MDAMB231_Fu, MDAMB231, SKBR3_Fd and SKBR3 cells. **(D)** Cancer stem cell percentage in MDAMB231_Fu, MDAMB231, SKBR3_Fd, and SKBR3 cells according to flow cytometry analysis.

#### FA2H Suppresses Cancer Cell Stemness

MDAMB231-Fu exhibited reduced self-renew ability than MDAMB231 with statistical significance (*p* = 2.81E-05, Figure 3C), and showed a lower percentage of cancer stem cell (*p* = 0.0037, Figure 3D). SKBR3-Fd cells, on the other hand, showed significantly increased self-renew ability than SKBR3 (*p* = 0.0027, Figure 3C), and elevated level of cancer stem cell percentage (*p* = 0.0226, Figure 3D).

#### FA2H Suppresses Cell Migration and Invasion

Cell migration and invasion were significantly deterred in MDAMB231-Fu as compared with MDAMB231 cells (*p* = 0.0002 for migration, *p* = 0.0009 for invasion, Figure 4A), and enhanced with statistical significance in SKBR3-Fd than SKBR3 cells (*p* = 0.0015 for migration, *p* = 0.0005 for invasion) as measured by the transwell assay (Figure 4A).

**Figure 4:**
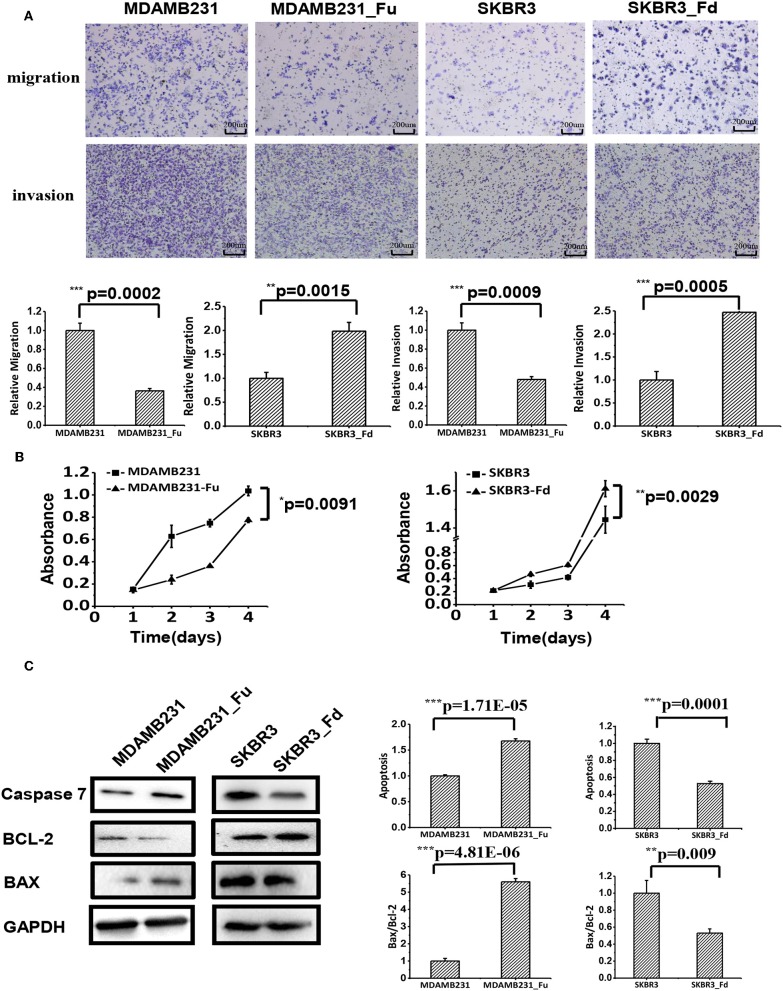
The effects of up- and down-regulating *FA2H* on cell migration, growth and apoptosis of breast cancer cells. **(A)** Cell migration of MDAMB231_Fu, MDAMB231, SKBR3_Fd, SKBR3 cells as tested using transwell. **(B)** The growth of SKBR3_Fd, SKBR3, MDAMB231_Fu, MDAMB231 cells. **(C)** Apoptosis of SKBR3_Fd, SKBR3, MDAMB231_Fu, MDAMB231 cells as tested on Caspase 7 (apoptosis executioner) expression using Western-blot.

#### FA2H Inhibits Cancer Cell Growth

MDAMB231-Fu grows slower than MDAMB231 with statistical significance (*p* = 0.0091, Figure 4B), and SKBR3-Fd grows significantly faster than that of SKBR3 (*p* = 0.0029, Figure 4B).

#### FA2H Promotes Cancer Cell Apoptosis

The apoptosis of MDAMB231-Fu was examined using Caspase 7 [an executioner of cell apoptosis (27)], Bax, Bcl-2. Caspase 7 expression and Bax/Bcl-2 ratio were significantly higher in MDAMB231_Fu than MDAMB231 cells (p = 1.71E-05 for Caspase 7, *p* = 4.81E-06 for Bax/Bcl-2, Figure 4C), and were significantly lower in SKBR3-Fd than SKBR3 cells (*p* = 0.0001 for Caspase 7, *p* = 0.009 for Bax/Bcl-2, Figure 4C).

#### FA2H Inhibits the STAT3/IL6 Axis That Stimulates Cancer Stemness

IL6 is a cytokine implicated in inflammation induction and CSC maintenance (28–30). Supplementing cells with 100 ng/ml IL6 can significantly enhance CD44+CD24–/low proportion in SKBR3 cells (Figure 5A). IL6 addition significantly promoted SKBR3 tumorsphere formation and the effect increases with IL6 concentration, i.e., tumorsphere increases to 1.5-folds (*p* = 0.0174) and 2-folds (*p* = 0.0069), respectively, when IL6 is 100 and 200 ng/ml, respectively (Figure 5B). Silencing FA2H using siRNA increases IL6 gene expression as measured at 36 h (*p* = 0.0081, Figure 5C). We measured the protein level of IL6 expression and STAT3 phosphorylation at 12, 24, 36, and 60 h after transfection, and observed increasingly up-regulated IL6 expression and STAT3 phosphorylation levels with the statistical significance being reached starting from 24 h (*p* = 0.005, 0.002, 0.001 at 24, 36, 60 h for IL6; *p* = 0.002, 1.18E-4, 0.002 at 24, 36, 60 h for STAT3 phosphorylation, Figure 5D). Examination on IL6 expression as well as the total and phosphorylation levels of STAT3 expression between MDAMB231_Fu and MDAMB231 and those between SKBR3_Fd and SKBR3 confirms the repressed level of IL6 and STAT3 phosphorylation in MDAMB231_Fu and elevated level in SKBR3_Fd (*p* = 0.0009 for IL6 and *p* = 5.34E-05 for STAT3 phosphorylation in MDAMB231_Fu, *p* = 3.78E-06 for IL6 and *p* = 4.55E-05 for STAT3 phosphorylation in SKBR3_Fd, Figure 6, Figure S3).

**Figure 5:**
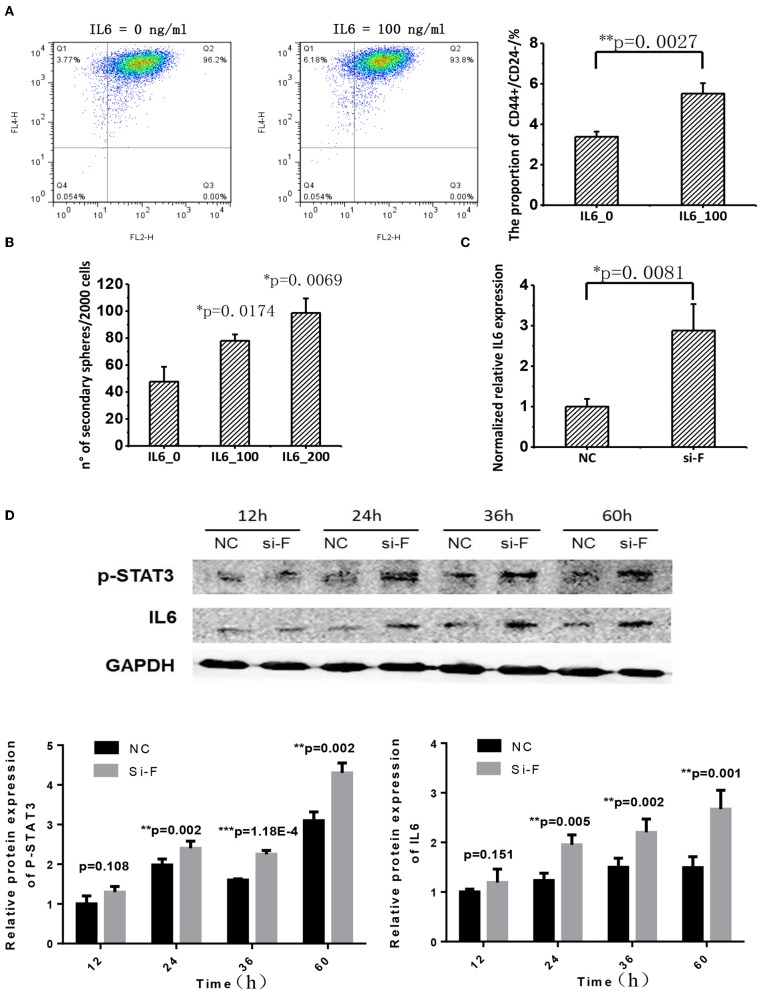
The effect of FA2H on STAT3/IL6 and the effect of IL6 on cancer stemness. **(A)** Comparisons on CSC percentage after adding IL6 at 100 ng/ml. **(B)** Comparisons on tumorsphere formation after adding IL6 at 100 and 200 ng/ml. **(C)** Silencing efficiency and the effect of silencing *FA2H* on *IL6* gene expression at 36 h after transfection. **(D)** IL6 expression and STAT3 phosphorylation at Tyr705 after silencing *FA2H* at different time points.

**Figure 6:**
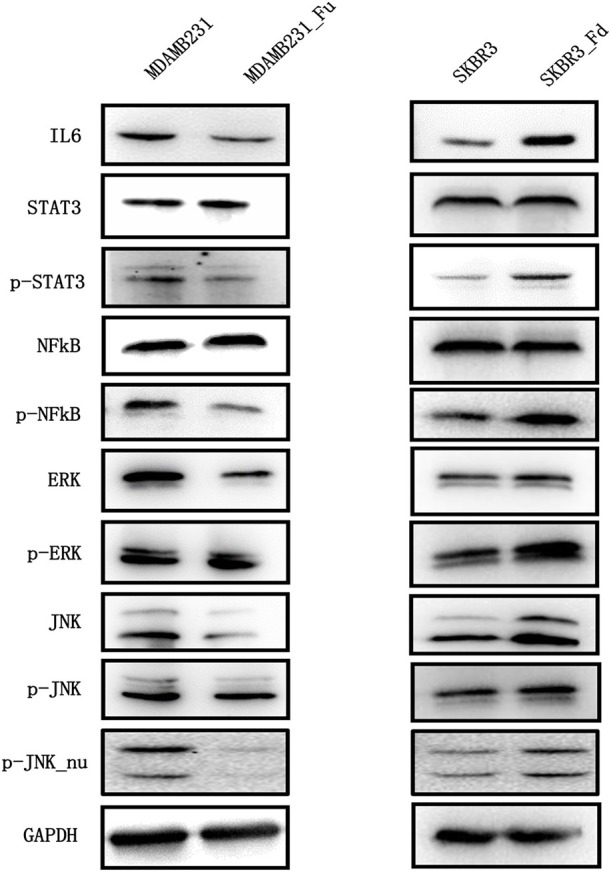
The expression of key proteins of the IL6/STAT3, NFkB, MAPK/ERK, MAPK/JNK pathways in breast cancer cells before and after modulating *FA2H* expression. “Fd” and “Fu” each represents down- and up-ward gene expression regulation, “*p*” means phorsphoralation.

#### FA2H Suppresses NFkB Phosphorylation but Does Not Alter the Phosphorylation Level of JNK and ERK

Reduced phosphorylation but not total protein level of NFkB was observed in MDAMB231-Fu cells as compared with MDAMB231 cells (*p* = 9.38E-06 for NFkB phosphorylation, Figure 6, Figure S3), and increased phosphorylation level of NFkB was shown in SKBR3-Fd as compared with SKBR3 without significant alteration on total NFkB protein level (*p* = 0.0001 for NFkB phosphorylation, Figure 6, Figure S3).

FA2H significantly reduced the phosphorylation (Thr202/Tyr204) and total protein levels of ERK in MDAMB231-Fu cells (*p* = 8.52E-06 for ERK and *p* = 0.002 for p-ERK, Figure 6, Figure S4), and up-regulated those in SKBR3-Fd cells (*p* = 0.0003 for ERK and *p* = 0.001 for p-ERK, Figure 6, Figure S4), as compared with their corresponding original cells, respectively. FA2H did not alter the phosphorylation level of JNK (Thr183/Tyr185) but decreased its total protein and nuclear phosphorylation levels in MDAMB231-Fu cells (*p* = 1.22E-6 for JNK, *p* = 0.0006 for p-JNK_nu, Figure 6, Figure S5), and vice versa as compared with each original cell line accordingly (*p* = 1.33E-5 for JNK and *p* = 0.0033 for p-JNK_nu, Figure 6, Figure S5).

## Discussion

Three triple negative cell lines, SUM149PT, HCC1937, and SUM159PT, were used for the identification of CSC feature genes that are representative of triple negative tumor cells, due to the evenly distributed CSC and non-CSC subpopulations in the first two cell lines as required for FACS and the representativeness of SUM159PT for the rest triple negative cell lines considered full of CSCs.

We initially found eight candidates capturing CSC properties. After transcriptional and translational *in vitro* validations, FA2H was revealed having potential tumor suppressive roles, which is likely under-expressed in triple negative breast tumors (Figures 1A–C, *p* = 0.0453). *FA2H* encodes a fatty acid 2-hydroxylase which catalyzes the initial step of straight chain fatty acid α-oxidation (31, 32). It was reported to promote cell differentiation and remarkably increased during 3T3-L1 adipocytes differentiation (33). Takeda et al. proposed *FA2H* as a novel gene delivering differentiation signals in the breast cancer cell line MDAMB231 (34). These are supportive of our observation that *FA2H* is significantly suppressed in triple negative breast cancer cell lines (Figures 1A–C). In addition, cells lacking *FA2H* expression exhibit increased migration (Figure 4) and CSC proportion (Figure 3). Cells lacking *FA2H* expression are resistant to the synthetic antitumor drug PM02734 (35). As CSCs are known responsible for tumor resistance to drugs and radiation (21, 22), *FA2H* likely plays a tumor suppressive role controlling CSC signalings in breast cancers.

Interestingly, *FA2H* expression is exceptionally high in HCC1937 (Figure 1A). This experimental result is consistent with the results from the 56 cell lines reported by (26), where HCC1937 was classified as a basal-A cell line and showed an exceptional high *FA2H* expression (Figure 1D). However, this exception did not mask the significant difference between luminal and basal (considered TNBC cell lines) cells on *FA2H* expression in their study. Thus, cell lines are not accurate cancer models and may acquire mutations or new molecular features after being cultured *in vitro* for several generations, and dozens of cell lines are needed to exclude the potential violation of one or several exceptional cases on the underlying rules if cell lines were used to examine the roles of genes in subtype differentiation. Also, HCC1937 harbors a *PTEN* deletion (36). It is possible that when *PTEN*, which encodes an important tumor suppressor, is completely lost, other genes with tumor suppressive roles such as *FA2H* are activated as alternative signalings to prevent cells from running chaotic. However, such a hypothesis requires experimental validation and the orchestrated networking needs decryption. It is worth mentioning that being under-expressed in CSCs does not exclude the possibility of *FA2H* being over-represented in HCC1937 cells which is a balanced mixture of CSCs and non-CSCs.

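Within HCC1937, each CSC library had a lower FA2H value than each non-CSC library, from 9.06 to 11.5 FPKM against 20.7 to 23.4 FPKM. The CSCs of HCC1937 nevertheless had 7.58 times the mean FPKM of the non-CSCs of SUM149PT, with no overlap between the libraries (exact permutation test, two-sided p = 0.10, the smallest that 3 against 3 allow). Averaged over both fractions, FA2H was 20.4 times as high in HCC1937 as in SUM149PT (exact permutation test on 6 against 6 libraries, two-sided p = 0.00216). These 6 libraries per line come from the same line and differ by fraction. In the 3 SUM159PT libraries FA2H was listed at 0.281, 0.105 and 0.0705 FPKM. FPKM is relative to the other transcripts of a library, and the authors' values were compared between lines as deposited. The paper states that lower FA2H in CSCs leaves room for a high level in HCC1937 as a mixture of CSCs and non-CSCs.

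**Figure D4:**
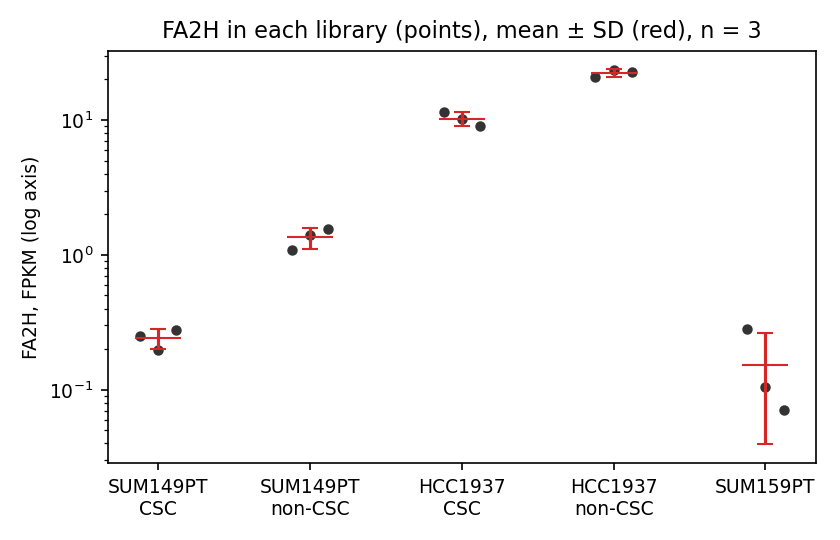
FA2H in FPKM (log axis) in each library (points) of the 5 groups, with the mean and SD in red (n = 3 per group). Both fractions of HCC1937 lie above both fractions of SUM149PT, and in each line the CSC libraries lie under the non-CSC libraries.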

Cytokines are known to mediate CSC signalings (24, 37–39). Blocking the CXCR1/IL8 axis has been suggested to selectively target CSCs in breast cancer (24). IL6 could induce tamoxifen resistance in luminal breast cancer (40), and was implicated in CSC maintenance and progenitor-enriched mammosphere formation (28–30). 

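IL6 was higher in CSCs of both sorted lines. In SUM149PT it was listed at 20.3 ± 0.849 FPKM in CSCs and 10.03 ± 1.27 in non-CSCs (SD, n = 3 each), a log2 fold change of 1.02 (standard error 0.104, adjusted p = 0.000292 from limma). In HCC1937 it was 16.8 ± 1.97 and 3.93 ± 0.593 FPKM (SD, n = 3 each), a log2 fold change of 2.07 (standard error 0.147, adjusted p = 0.000538). Neither adjusted p passed the cutoff of 0.0001. The fractions did not overlap in either line (exact permutation test, two-sided p = 0.10, the smallest possible with 3 against 3). The CSC effect differed between the lines by −1.06 on the log2 scale (SUM149PT minus HCC1937, interaction test, adjusted p = 0.00075). In SUM159PT, IL6 was at 1.47 ± 0.243 FPKM (SD, n = 3), higher than 76.6% of all genes in the deposited table and than 56.9% of the genes above 0.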

Importantly, IL6 is one of our candidate genes (Table S5) capturing CSC properties in triple negative breast cancer. We, thus, hypothesize that the CXCR2/IL6 axis plays a synergistic role with FA2H in breast CSC signaling and, possibly and in particular, among triple negative breast cancers. For this, we analyzed IL6 expression and cancer cell stemness under *FA2H* down- and up-regulation. As expected, both IL6 expression and CSC percentage significantly were reversely regulated on *FA2H* modulation (Figure 5). These drive us to further explore the mechanisms under such a synergistic effect. STAT3 signaling was known to regulate embryonic stem cell fate (41) and required for CSC activation in hepatic cancer (42). Recently, STAT3/IL6 was reported to mediate signalings endowing breast cancer cells with stem-like properties (43). The binding sites of STAT3 were found enriched in the promoter region of IL6 as predicted using JASPAR (44, 45) (Table 4), consolidating our hypothesis on the link between STAT3 and IL6. Down-regulating *FA2H* was shown to result in STAT3 phosphorylation at Tyrosine 705 (Figures 5, 6), which activates STAT3 mediated surge of IL6 and ultimately increased CSCs, and vice versa (Figure 5). On the other hand, IL6 could activate STAT3, which was reported to promote the proliferation and metastasis of many cancers (46). Such a feedback loop may contribute to the persistent signalings driving CSC properties (Figure 7).

**Table 4:** STAT3 binding sites at the promoter region of IL6 as predicted using JASPAR.

**Predicted binding site sequence**	**Score**	**Relative score**	**Start**	**End**
CTTTCTGGAAA	10.950	0.930209099089144	839	849
TTGCAAGGAAG	9.096	0.907748715679777	1,455	1,465
TTTCCAAAAAA	7.615	0.88980706097143	927	937
GTGTCAGGAAG	7.113	0.883725554783997	820	830
GTGCAGGAAAT	6.456	0.875766292702036	301	311
GAGCTTGGAAC	5.315	0.86194358640749	1,525	1,535
CTGCTGGAACA	3.273	0.837205666816375	1,333	1,343
TTGCCAGGATG	3.050	0.834504121239088	1,572	1,582
TTTCTTAGAGA	2.820	0.831717773782694	1,604	1,614
TTTCTGGAAAA	13.617	0.962518615029157	840	850
GTTTTTGGAGA	1.320	0.813545942545342	1,466	1,476
TTGGTAGAAAG	1.065	0.810456731234992	1,177	1,187
CTGGCAGAAAA	1.054	0.810323471139251	1,750	1,760
CTGTTTGGTAG	0.617	0.805029410972103	1,173	1,183
ATTCCTCAAAG	0.569	0.804447912372507	1,065	1,075

*Model ID for STAT3 is MA0144.2. Binding sites in the positive strand are recorded*.

**Figure 7:**
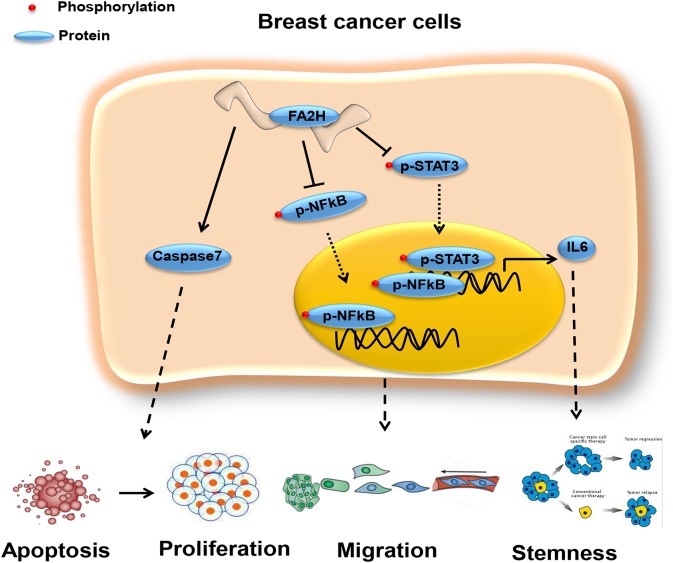
Network revealing the tumor suppressive role of FA2H via the STAT3/IL6 axis and NFkB signaling. FA2H suppresses phosphorylation of NFkB and STAT3, reduces their nuclear transportation that ultimately leads to reduced expression of genes promoting cancer cell migration and stemness. FA2H induces Caspase 7, an executioner of apoptosis, and thus increased apoptosis and reduced proliferation.

Among the three pathways that canonically control cancer cell stemness, migration and proliferation, we found that *FA2H* did not alter the total phosphorylation but the nuclear phosphorylation level of JNK. It has been reported that phosphorylation is a pre-requisite of the degradation of protein MafA under low-glucose conditions (47). Thus, it is possible that phosphorylated JNK is not effectively transferred into nucleus that leads to reduced cell proliferation and seemingly unaffected phosphorylation levels observed; and phosphorylated JNK remains in the cytoplasm to assist in the rapid degradation of its total protein. In addition, we could not exclude the possibility that FA2H affects other proliferation pathways such as WNT signaling besides the MAPK cascade. These unconfirmed or unaddressed questions are left out for future studies.

NFkB is a canonical pathway controlling cell migration, inflammation and has been associated with cancer stem cells (48, 49), and targets many genes associated with cancer progression including IL6 (49). We are thus motivated to explore whether and how NFkB signaling is altered on FA2H perturbation. Decreased NFkB phosphorylation level was observed in triple negative cells with *FA2H* over-expression and vice versa (Figure 6), suggesting that the suppressive role of *FA2H* on IL6 secretion is mediated through both NFkB and STAT3 signalings.

The protein product of *FA2H* is involved in the synthesis of 2-hydroxysphingolipids with comparably less clinical functions being studied. We report, in this study, its novel tumor suppressive roles via CSC control on breast cancer cells and the STAT3/IL6 axis and NFkB signaling that drive this functionality. Other pivotal genes and pathways deciphered in this study on the maintenance of CSCs worth in-depth investigations for diagnostic and therapeutic purpose against triple negative breast cancers and warrant further studies.

## Data Availability Statement

The transcriptomic data generated from this study is deposited in Gene Expression Omnibus (GEO) as GSE132083.

## Ethics Statement

All authors agree with the content of this paper and give consent for its publication. Human primary breast cancer tissues used in this study were collected from the Affiliated Hospital of Jiangnan University on approval of the Clinical Research Ethics Committees of Affiliated Hospital of Jiangnan University.

## Author Contributions

XD designed and supervised the study, conducted the bioinformatics analysis, drafted the paper, and financially supported this project. SZ and HC conducted most experiments. DC collected clinical samples and conducted immunohistochemistry staining. XC helped in statistics calculations. ZH constructed the stable cell lines for *FA2H* modulation.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

CSC: cancer stem cell
TNBC: triple negative breast cancer
ER: estrogen receptor
PR: progesterone receptor
HER2: epidermal growth factor receptor 2
FPKM: fragments per kilobase million reads.

How the deposited data were processed for this re-analysis (not part of the article)

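Transcriptomes of 15 libraries were analysed: 3 each of CSCs and non-CSCs sorted from SUM149PT and from HCC1937, and 3 of unsorted SUM159PT. All columns of the deposited table were matched to a library. Each library's line, fraction and replicate number were taken from its labels and the paper.

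The authors deposited FPKM values for 33158 gene symbols, made from mRNA libraries sequenced on a HiSeq instrument. The aligner, the quantification tool, the genome build and any normalization between libraries are not stated in the paper's text. The sums over genes differ between libraries, and the values are not multiples of a common step, so no read counts or depths were recovered and no interval for counting error is given. The precision rests on the 3 libraries per group.

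FPKM was analysed as log2(FPKM + 0.1) with limma 3.58.1 (lmFit and eBayes with default settings) in R 4.3.3, separately for the 6 libraries of each line, over genes with a mean of at least 0.1 FPKM in that line. P-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p of at most 0.0001 and an absolute log2 fold change of at least 1, the paper's cutoffs with the enrichment score read as a log2 fold change. For single genes, the gene lists and the difference between lines, the limit was an adjusted p of 0.05. The difference between lines was tested as an interaction over the 12 sorted libraries. Single genes were also compared by exact permutation tests.

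The genes reported are those the paper names, of which 34 are in the deposited table. A rule set in advance added, in each direction, up to 5 genes called in both lines with the largest smaller fold change and no overlap between fractions, and it added 0 genes. Other genes are named as chosen after their values were seen. There were 4 gene lists (epithelial, mesenchymal, proliferation and stemness associated), tested in both lines with limma's camera at a preset correlation of 0.01, with fry and an estimated correlation beside it, adjusted over 8 tests.

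The SUM159PT quantiles were taken over all genes of the table. Alternatives were the pseudocount, the expression minimum, upper quartile, quantile and TPM scaling, eBayes with a trend or robust, a fit over all 15 libraries, the replicate number as a block, the p and fold change limits, the genes ranked in SUM159PT, and leaving out libraries. The main settings and these alternatives were set before the data were examined. Chosen after seeing the data were limits of 0.001 on the adjusted p and of 4 on the absolute log2 fold change, and the removal of smooth trends on GC content or transcript length.

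The model was tested on simulated libraries with 200 changed genes per line. These were drawn from genes with a mean of at least 1 FPKM in the line. Their changes were well over the log2 limit of 1, and the noise was normal. Recovery of genes with lower FPKM or smaller changes, FA2H in either line among them, was not tested. At the limit of 0.0001 it recovered 141 of 200 in SUM149PT (0 false calls among 15887 genes) and 114 of 200 in HCC1937 (1 false call among 15549). At 0.05 it recovered 197 and 194, with 5 and 7 false calls. The interaction recovered 191 of 196, with 40 false calls among 16325 genes. After a simulated GC trend was added and removed, 196 of 200 genes were recovered with 5 false calls among 16451 genes, against 6354 false calls among 16893 with the trend left in. The test of neighbouring genes gave a ratio of 1.01 for shuffled genes and 4.63 with 20 shifted blocks of 60 genes, over 11822 genes. It used shuffled fold changes of HCC1937, with blocks shifted by 1 on the log2 scale. With gene order shuffled, the SD of window medians was 0.0627 in HCC1937 and 0.196 in SUM149PT. The ratio of 4.63 therefore gives no scale for a ratio in SUM149PT.

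Chromosome, transcript length and GC content came from GENCODE release 29 on GRCh38, matched by gene symbol: 25790 of 33158 genes (77.8%), 11822 of the 12295 genes with a mean of at least 1 FPKM over the sorted libraries (96.2%), and all 112 genes of Table S4. As the authors' build is not stated, no coordinates of expressed genes are given. The siRNA and primer sequences were matched to the transcripts of that release. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used. The qRT-PCR, western blot, immunohistochemistry and survival data were not analysed here. Some results for genes the paper names are not reported here.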

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

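The tests of GC content, transcript length and neighbouring genes were chosen before their results were seen, and the tests of a source in other lines, of carry-over and of other groupings after.

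The CSC effect differed between SUM149PT and HCC1937 (interaction, adjusted p of at most 0.05) for 10053 of 16451 genes, 4627 in the positive and 5426 in the negative direction for SUM149PT. Among 100 regroupings of the 12 libraries into lines within each fraction, the real one included, 1 gave as many genes, the real one. Libraries of the 2 lines correlated at 0.796 to 0.805 within a fraction, against 0.972 or higher within a group. A regrouping that mixes the lines puts this difference into the spread within its groups, so the regroupings do not decide. With the GC trend removed, 10368 genes differed in their CSC effect, so GC content did not account for the number. More genes also differed between the fractions of SUM149PT than of HCC1937. In SUM149PT 3277 genes were called there with the GC trend removed and 3284 with the length trend removed, against 3292 as deposited. These values argue against GC content or length as the whole cause. A difference in how cleanly the fractions were sorted, and a difference in biology between the lines, stay open.

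In the 2 lines 115 genes moved in opposite directions, each with an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1 in both and an adjusted p of at most 0.05 for the difference. Among them, named after their values were seen, CXCL1 was at 24.5 ± 3.30 FPKM in CSCs and 632.03 ± 31.6 in non-CSCs of SUM149PT, and at 296.1 ± 55.9 and 86.3 ± 7.65 in HCC1937 (SD, n = 3 each). CXCL6 had log2 fold changes of −4.93 and 2.47, CXCL5 of −4.27 and 2.23, and CSF3 of −4.00 and 2.02, in SUM149PT and HCC1937. No technical or biological explanation of these genes was tested.

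Among the genes the paper reports, the difference of the log2 fold change (SUM149PT minus HCC1937) was positive for KCNMA1 (1.71), TGFBR2 (0.99), TNC (1.34), STAT3 (1.21), ITPR1 (0.45) and CD44 (0.27). It was negative for ALOX15B (−1.03), IL6 (−1.06), CD24 (−1.48), IL8 (−1.01), ESR1 (−0.77), ALDH2 (−3.18), S100A8 (−2.46), WFDC2 (−2.36) and FA2H (−0.97), each at an adjusted p of at most 0.05. For FA2H, ALOX15B and ESR1 the sign depended on the pseudocount: with a pseudocount of 1 the differences were 0.14, 0.32 and 0.066 (adjusted p 0.38, 0.12 and 0.62), so they are not read as a stronger effect in either line. The difference of ALOX15B was also over an adjusted p of 0.05 with the GC trend removed (0.0697) and with the libraries of replicate 1 (0.275) or 2 (0.111) left out. With libraries left out, the differences of CD44 (0.142 without replicate 2 and 0.273 without replicate 3), ESR1 (0.0902 without replicate 1 and 0.0531 without replicate 3) and ITPR1 (0.115 without replicate 1 and 0.175 without replicate 3) were over it as well, in fits that hold fewer samples. STAT3 was higher in CSCs of SUM149PT (log2 fold change 0.64) and lower in CSCs of HCC1937 (−0.56).

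XIST, which the paper does not discuss, was at 38.9 ± 3.32 FPKM in CSCs and 4.59 ± 0.704 in non-CSCs of SUM149PT (SD, n = 3 each), and was listed at 0.0483 FPKM or less in each HCC1937 library and at 0.436 to 0.567 in SUM159PT. Cells of SUM159PT or HCC1937 in the CSC fraction would lower XIST there: their highest XIST level, that of SUM159PT with its GC trend removed (2.75 FPKM), was 7.08% of that in SUM149PT CSCs and under that in non-CSCs. This argues against such cells as the source of the XIST difference. Of the 296 genes with at least 5 FPKM in SUM149PT CSCs and at least 4 times the non-CSC level, 97 (32.8%) were more than 4 times lower in every other group. With the GC trend of SUM159PT removed, the share was 68 of 276 genes (24.6%), and 109 genes were at least as high in another group. A limit of 25% had been set for this share, and it lies between the 2 versions, so the share does not decide. With small RNA genes left out, 30 of 4689 genes of at least 10 FPKM in both fractions of HCC1937, and 8 of 3490 in SUM159PT with and without its GC trend, were under 1% of that level in SUM149PT CSCs. The gene of the 296 that needs the lowest share of such cells would need 7.97% of HCC1937 or 4.18% of SUM159PT cells. These values argue against cells of either line as the source. The limit of 1%, and a minimum of 5 such genes, were chosen after these counts were seen. That the CSC and non-CSC fractions of SUM149PT hold genetically different cells is a further candidate, taken up with the test of neighbouring genes (ratio 2.16).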

How the results depend on the processing

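The main settings and all alternatives except those said to be added were set before the data were examined. The number of called genes in SUM149PT stayed within 1.5 times 3292 with pseudocounts of 1 and 0.01, a minimum of 1 FPKM, each scaling, each eBayes variant, a fit over all 15 libraries (4628) and no fold change limit (3759). It was 876 with no expression minimum, 5596 at an adjusted p of at most 0.05, 5331 at 0.01 and 5416 at an unadjusted p of at most 0.01. Leaving out a library in turn gave 963 to 1250 genes, and leaving out the libraries of a replicate number gave 0 (11050 to 11481 genes at an unadjusted p of at most 0.05). These fits hold fewer samples. An absolute log2 fold change of at least 4, added after seeing the data, gave 252 genes, 3 higher and 249 lower. Quantile normalization moved the median log2 fold change of all genes in SUM149PT from −0.11 to 0.09.

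In HCC1937, where 0 genes were called, the count was 384 with a pseudocount of 1, 2 with a pseudocount of 0.01, 342 with a minimum of 1 FPKM, 1 after TPM rescaling, 399 with an eBayes trend, 477 with a robust trend and 907 with a fit over all 15 libraries. It was 1357 at an adjusted p of at most 0.05, 1099 at 0.01 and 1324 at an unadjusted p of at most 0.01, and 538 at an adjusted p of at most 0.001, a limit added after seeing the data. It stayed at 0 with no expression minimum (6265 genes at an unadjusted p of at most 0.05), upper quartile scaling (5912), quantile normalization (6318), no fold change limit (5886) and every fit that left out libraries (4128 to 5928). The limit decides here, since the smallest adjusted p was 0.000128. Otherwise the cause was not tested.

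Genes called in both lines in the same direction, with the lower ones in the lower and the higher ones in the upper SUM159PT quartile, numbered 234, 13 and 34 with a pseudocount of 1, 206, 5 and 29 with a minimum of 1 FPKM, 258, 12 and 40 with an eBayes trend, 301, 13 and 46 with a robust trend, and 536, 38 and 87 with a fit over all 15 libraries. They numbered 756, 77 and 103 at an adjusted p of at most 0.05, 632, 54 and 87 at 0.01 and 734, 71 and 101 at an unadjusted p of at most 0.01. At an adjusted p of at most 0.001, added after seeing the data, 339 genes were shared. Each count was 0 in the other settings (at an unadjusted p of at most 0.05 in place of the adjusted limit, the main settings gave 797, 84 and 109), because HCC1937 gave at most 2 calls in them.

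Replicate numbers were shared by the groups, and the paper's text does not say whether they mark a shared sort. Deviations from the group means of same-numbered libraries correlated at 0.136, 0.0287 and 0.120 in SUM149PT and at −0.158, −0.0504 and −0.0355 in HCC1937. For libraries of different numbers they correlated at −0.195 to 0.0688 in SUM149PT and at −0.109 to 0.150 in HCC1937. Such correlations cannot decide whether the samples are paired, so the fit without a block may ignore a pairing. With the replicate number as a block, 0 genes were called in either line (11936 and 5677 at an unadjusted p of at most 0.05), 0 of the Table S4 genes were called in SUM149PT, and the interaction held for 9648 genes. In SUM149PT the adjusted p of FA2H was 0.00111, that of ALOX15B 0.000589, that of IL2RG 0.0515 and that of TNNC1 0.0206, and that of the difference of CD44 between lines was 0.0655.

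The interaction count ran from 7995 to 8548 with a replicate number left out and was 10332 with a pseudocount of 1, 10173 with an eBayes trend and 10368 with the GC trend removed. All tested genes of Table S4 had their listed direction in each setting in which they were compared, except that with no expression minimum it was 111 of 112 in each line. In SUM149PT 33 of them were called with no expression minimum, and 0 with the libraries of a replicate number left out. In HCC1937 42 were called with a pseudocount of 1, 36 with a minimum of 1 FPKM, 42 with an eBayes trend, 47 with a robust trend and 78 with a fit over all 15 libraries. The lowest correlation within a group, 0.972, was 0.984 with a pseudocount of 1 and 0.948 with 0.01.

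The epithelial list was lower in CSCs of both lines under each test (all 20 genes in each line, median log2 fold changes −4.04 and −2.15, camera adjusted p 6.79e-09 in SUM149PT and 8.55e-17 in HCC1937). The mesenchymal list was higher (15 of 19 genes in SUM149PT, 0.000182; 18 of 18 in HCC1937, 3.66e-13), but in HCC1937 its adjusted p was 0.121 with an estimated correlation. The proliferation list passed in neither line (0.443 and 0.144), and in SUM149PT its direction reversed under fry (0.306). The stemness associated list did not pass (0.112 and 0.306), except in SUM149PT under fry (6.43e-05). The cause was not tested. Leaving out the genes of Table S4 changed no call.

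The counts of splits were chosen after the results were seen. Of the splits of 6 libraries into 3 and 3, 1 of 10 in SUM149PT, the real one, gave as many genes, both at the paper's cutoffs and at an adjusted p of at most 0.05. In HCC1937 10 of 10 gave at least its 0 genes, and 1 of 10 as many as the 1357 at an adjusted p of at most 0.05. With as many lists passing there were 10 of 10 in SUM149PT and 8 of 10 in HCC1937, but each other split sets 2 libraries of a fraction and 1 of the other against the reverse and keeps part of the change, so these counts say nothing about the lists. For shared genes, 100 of 100 pairs of splits gave at least 0, and 1 of 100 as many as 756 at an adjusted p of at most 0.05. Each other split also puts the difference between fractions into the spread within its groups, so few genes can be called in it. The counts of genes in the splits therefore do not decide either. With 10 splits a share under 0.05 cannot be reached in a line.

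For single genes, 38 log2 fold changes of 19 genes were recomputed in 485 values. All kept their sign, and 467 kept their side of an adjusted p of 0.05, while 10 lost it and 8 gained it. Of the differences between lines of these 19 genes, those that reversed with a pseudocount of 1 were FA2H (0.14), ALOX15B (0.32), ESR1 (0.066), ERBB2 (0.0051) and IL2RG (0.56). That of ERBB2 also reversed with the GC trend removed (0.10). With the libraries of a replicate number left out, that of IL2RG ran from −0.56 to 0.46 and that of TNNC1 from −0.066 to 1.19. The cause was not tested. The depth of the libraries is unknown, which leaves the error of genes near 0 FPKM unknown.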

Differences from the paper's values

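At the cutoffs the paper gives, 3292 genes were called in SUM149PT against the paper's 414, and none of the alternatives set before the data were examined closed the gap (876 to 5596 where any were called). The absolute log2 fold change of at least 4, chosen after seeing the values, gave 252. Tables S4 and S5 list 414 genes for SUM149PT. The 302 listed for this line alone start at an absolute log2 fold change of 4.00, and the 112 shared genes at 1.00. Of the 414, 410 were tested, all 410 had the listed direction and 360 were called.

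In HCC1937 0 genes were called against the paper's 832. With a fit over all 15 libraries it was 907, and at an adjusted p of at most 0.01 1099, both within 1.5 times the paper's value; the other alternatives set before the data were examined did not reach that. The limit of 0.001, chosen after seeing the values, gave 538. Tables S4 and S5 list 831 genes for HCC1937.

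The overlap was 0 genes against the paper's 112, and no alternative set before the data were examined closed the gap (206 to 756 where any were shared). Lower genes in the lower SUM159PT quartile were 0 against the paper's 64. Ranked over all genes, they were 77 and 54 at an adjusted p of at most 0.05 and 0.01. At an unadjusted p of at most 0.01 they were 71. Each of these is within 1.5 times of the paper's 64. At an adjusted p of at most 0.05 they were 296 over genes above 0, which is not. Over genes with a mean of at least 0.1 FPKM they were 342, which is not either. At that limit the closeness to 64 thus depended on ranking all genes. It is a closeness of number only, since 12 of the 80 lower genes of Table S4 lay in the lower quartile of all genes. Higher genes in the upper quartile were 0 against the paper's 16, and 29 or more in the alternatives that shared any. Among the genes of Table S4 itself, quantiles over genes above 0 gave 54 and 15, those over genes with a mean of at least 0.1 FPKM gave 57 and 12, and those over all genes gave 12 and 29. The paper's classes overlap in mean SUM159PT FPKM, so no choice of ranked genes reproduces them from these means.

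The log2 fold changes differed by more than the standard error for these genes. In SUM149PT, FA2H was −2.08 against the paper's −2.53 (−2.44 with a pseudocount of 0.01, within the error), ALOX15B −2.96 against the paper's −7.38, IL2RG −1.61 against the paper's −2.58 (within the error at −2.94 with a pseudocount of 0.01 and −2.30 after TPM rescaling), and TNNC1 −1.32 against the paper's −2.57. KCNMA1 was 2.89 against the paper's 3.3 (3.28 with quantile normalization, within the error), TGFBR2 2.19 against the paper's 2.27 and TNC 2.68 against the paper's 2.77. For TGFBR2 and TNC, a pseudocount of 0.01, each scaling and the highest fit with libraries left out came within the error. In HCC1937, IL2RG was −1.55 against the paper's −1.7 (within the error at −1.66 with a pseudocount of 0.01 and at −1.63 in the lowest fit with libraries left out), and KCNMA1 was 1.19 against the paper's 2.03. None of the alternatives set before the data were examined closed the gap for ALOX15B and TNNC1 in SUM149PT or KCNMA1 in HCC1937.

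The log2 ratio of the mean FPKM, without a pseudocount and computed after seeing the values, in SUM149PT −2.49 for FA2H, −7.32 for ALOX15B, −2.36 for IL2RG, 2.20 for TGFBR2 and 2.68 for TNC, each within the error of the paper's value, and −1.96 for TNNC1 and 3.16 for KCNMA1, which were not. In HCC1937 it was −1.66 for IL2RG, within the error, and 1.86 for KCNMA1, which was not. Of the panel and IL6, the alternatives set before the data were examined called these genes at the paper's cutoffs where the main settings did not. In HCC1937, FA2H was called with a robust eBayes trend (adjusted p 9.19e-05), IL2RG with a minimum of 1 FPKM (9.01e-05), KCNMA1 with a fit over all 15 libraries, and TGFBR2, TNC and IL6 with either eBayes trend and with the fit over all 15 libraries. A pseudocount of 1 also called TGFBR2 and IL6 there, and a minimum of 1 FPKM IL6. In SUM149PT, IL6 was called with a minimum of 1 FPKM, either eBayes trend and the fit over all 15 libraries. Calls were also lost in SUM149PT. FA2H was called there by the main settings, an eBayes trend, a robust trend and a fit over all 15 libraries, and not with another pseudocount, scaling or no expression minimum. ALOX15B lost its call with a pseudocount of 1 (adjusted p 0.000141) or 0.01 (0.000143), no expression minimum (0.000898) and quantile normalization (0.000126). With libraries left out, FA2H, ALOX15B, KCNMA1, TGFBR2 and TNC each lost their call in some fits. With the replicate number as a block none of them was called in SUM149PT, where 0 genes were called. No setting called TNNC1 in either line, IL2RG in SUM149PT or ALOX15B in HCC1937. The paper places FA2H, ALOX15B, IL2RG and TNNC1 in the lower quartile of SUM159PT. Over all genes they lay at the 61.4, 52.4, 58.3 and 70.7 percentile, over genes above 0 at 29.03, 12.4, 23.3 and 46.1, and over genes with a mean of at least 0.1 FPKM at 22.7, 10.2, 17.5 and 40.7. The paper cites Table S5 for IL6, which stands in Table S4.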

Other observations

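The tests of neighbouring genes and of SUM159PT were chosen before their results were seen, and the test of carry-over, with its range of percents, after. All genes and regions named here were chosen after their values were seen.

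Genes next to each other on a chromosome tended to move together between the fractions of SUM149PT. Over windows of 31 genes, the SD of the median log2 fold change was 0.432, 2.20 times the value with gene order shuffled (0.196; permutation test over genes, p = 0.001, the smallest that 1000 shuffles can give). With GC and length trends removed the ratio was 2.16, and in HCC1937 it was 1.38, or 1.21 with the trends removed. Between CSCs of HCC1937 and CSCs of SUM149PT it was 2.06. On chromosome 5, 30 of the 31 genes from TRIP13 to BASP1 were higher in CSCs of SUM149PT (median 1.83), and on chromosome 17, 29 of the 31 genes from MED31 to TNFSF13 were lower (median −1.41). The order of genes is from GRCh38. The hypothesis that the SUM149PT sort separates genetically different populations predicts such blocks, and the ratio of 2.16 is consistent with it. Regulation over long stretches of chromatin is open as well and was not tested. The correlation of 0.853 to 0.868 between the fractions, against 0.950 to 0.960 in HCC1937, goes with either.

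In SUM149PT, fold changes of abundant genes stopped near a common limit. Of the 4782 genes of at least 10 FPKM in non-CSCs, 3.32% had 3 to 6% of that level in CSCs, against 15 genes at 1 to 3% and 16 genes under 1%. In the opposite direction, of 4577 genes 35 lay at 9 to 12% and 34 at 12 to 15%, against 1 at 3 to 6%, 0 at 1 to 3% and 11 under 1%. In HCC1937, 2 of 5166 genes of at least 10 FPKM in non-CSCs lay at 3 to 6% in CSCs. Between HCC1937 and SUM149PT non-CSCs, 80 genes lay under 2%, against 18 between the SUM149PT fractions. A candidate explanation is carry-over of cells between the sorted fractions, which would set such a floor, and the share of 3.32% is consistent with it, though the range was chosen on these values. CD24 was at 5.55% of the non-CSC level in CSCs, and in non-CSCs VIM was at 11.7% and XIST at 11.8% of the CSC level. Low expression in the other fraction itself stays open and was not tested.

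The SUM159PT libraries held a larger FPKM sum and fewer genes above 1 FPKM than the sorted libraries. Ribosomal protein genes made up 23.4 to 24.0% of the sum, against 5.86 to 10.5% in the sorted libraries, and the 10 highest genes 18.8 to 19.4%, against 9.60 to 13.9%. The log2 ratio of SUM159PT to SUM149PT CSCs correlated across genes with GC content (Spearman's rho 0.630, against 0.0701 between CSCs of HCC1937 and SUM149PT) and with transcript length (−0.436, against −0.128). With genes ranked by GC content and parted into 4 groups of similar size, its median went from the lowest to the highest group from −2.88 to 0.76. These values are consistent with a difference in GC content and length bias between libraries, and differ from what a difference between lines alone gave between the sorted lines. A difference in biology between the lines, and any effect of sorting, stay open, since all SUM159PT libraries are unsorted. FA2H was at the 61.4 percentile of all genes. Among the 14889 genes ranked for the GC trend, it went from the 19.8 to the 7.57 percentile with the trend removed, and 53 of the 54 lower genes in the lower quartile and 10 of the 12 higher genes in the upper quartile stayed there.

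MTAP and CDKN2A on chromosome 9 were at 15.4 ± 0.328 and 46.7 ± 4.05 FPKM in HCC1937 non-CSCs (SD, n = 3 each), and at 0.0557 and 0.172 FPKM or less in each SUM149PT library. No explanation of these values was tested.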
